A study of Caenorhabditis elegans with 26 samples. Its data were reported in "Dynamics of miRNA accumulation during C. elegans larval development" (2024).

How the data were processed

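Small RNAs were sequenced from whole larvae of *Caenorhabditis elegans*, collected hourly from 18 h to 30 h after synchronized L1 larvae had been plated at 25 °C. The strains were wild-type N2 and HW2643, which carries *mir-235(xe181[seed_mutant])* and is called *mir-235(seed_mut)* or the mutant here. In this allele bases of the miR-235-3p seed were replaced by genome editing and the opposite strand of the hairpin was changed to match. Each strain gave 13 libraries, 1 per hour, made with the CleanTag kit, selected on a gel at 140 to 160 bp and read as 51 single-end cycles on an Illumina instrument.

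The deposited raw read counts were made by the authors, who trimmed adapters and aligned reads to ce10 with Bowtie through QuasR, keeping reads with many genomic matches, and counted same-strand reads that start near the 5′ end of a mature miRNA of miRBase lifted to that build. The Bowtie version is not given in the sources used here, nor is how reads of the edited miR-235 were matched. The authors' second deposited table holds log2 values, which are the count divided by the library total, times the mean library total, plus a pseudocount of 8. Applying that formula to the counts gave the deposited log2 values within 0.0005, the rounding of the table. Both tables list 439 mature sequences, of which 48 had a count of 0 in every library. The edited strands have their own entries, and the reads of both alleles were summed per arm. That choice was made after the tables were seen, and counting only the allele that each strain carries was added as an alternative.

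Library totals ranged from 1342771 to 4279734 counts, with a median of 3005586. Levels of single libraries are given as CPM (the count over the library total, in the usual unit), with exact Poisson 95% intervals, and shares with Wilson 95% intervals. These intervals and the floor of 3 counts cover counting error only, since reads carry no molecular identifiers. Sequences that are identical or nearly identical between hairpins, such as miR-44-3p and miR-45-3p, share reads, so their separate values are uncertain.

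Counts were tested with edgeR 4.0.16 in R 4.3.3 (estimateDisp, robust glmQLFit, glmQLFTest) with TMM factors, after filterByExpr with strain as group, which kept 217 miRNAs holding 99.99% of counts. P-values were adjusted by Benjamini-Hochberg over these 217, with a threshold of 0.01. Any strain difference over time was the 7-term test of strain and strain by a cubic B-spline with 6 components. The mean strain difference, mutant minus N2, came from the spline plus strain. Rhythm was the 2-term test of cosine and sine with a period of 7 h beside a linear term within each strain, and the rhythm difference was the test of strain by cosine and sine. Amplitude is from midline to peak on the log2 scale, with an SE from the delta method. Gradual change was the linear term shared by the strains, in log2 per h. Because 12 h hold fewer than 2 periods, amplitude and slope are partly confounded. There were no replicates at an hour and a single culture series per strain, so p-values measure the spread of hourly libraries about fitted curves, and strain cannot be told apart from culture.

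The offset in developmental time was the shift of mutant values along N2 spline curves with the smallest squared difference of mean-centred log2 CPM over rhythmic or gradual miRNAs other than miR-235-3p, with a percentile interval over 1000 resamples of miRNAs. The guide was the arm with the higher mean count. Guides and passengers were compared by two-sided Fisher's exact test. Fixed lists were tested with camera (limma 3.58.1) at a preset correlation of 0.01 and at an estimated one where 3 or more members were tested. The lists were members of the miR-35, let-7, lin-4, miR-51, miR-58, miR-2 and miR-44 seed families, and the miR-229 cluster. Others were EBAX-1-sensitive miRNAs (miR-235 left out) and late L3 risers of the study's other time courses, and markers of muscle, neurons and intestine. A list called oscillating passengers held the passengers of lin-4, let-7, miR-71, miR-235, miR-788 and miR-247. The study's text does not describe a rhythm for those of miR-788 and miR-247.

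Named miRNAs were miR-235-3p and miR-235-5p, the 10 with the largest absolute value among those past the threshold with a mean of at least 50 counts in each direction of the mean difference and of gradual change, the 10 with the largest amplitude in each strain's rhythm, the 10 with the smallest p among those past the threshold for the rhythm difference and for any strain difference, and list members where a list is discussed. Design, lists, naming rule and most alternatives were fixed before the data were examined. The alternatives were size factors, total counts, no filter, a filter at a mean of 50 counts, DESeq2 1.42.0, limma on the log2 scale with a pseudocount of 8 or 1, a threshold of 0.05, each library left out, mutant time moved by 1 h either way, a spline with 4 components, the hour as a block, and periods of 6.5 h and 8 h. Fits with mutant time moved kept only the hours that both strains then covered, so they also dropped libraries at the ends of the course.

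The models were tested on simulated data drawn from the real means, library sizes and dispersions of the 217 miRNAs, with 60 miRNAs changed in each of 10 draws, fewer than is usual because few miRNAs are tested. For the mean strain difference edgeR recovered 64.0% of miRNAs changed by 0.5 and 99.3% of those changed by 1 on the log2 scale, and 1.41% of its calls were false. For the rhythm difference it recovered 13.0% at an amplitude of 0.5 and 68.7% at 1, for the rhythm in N2 46.3% and 94.0%, and for any strain difference 13.7% and 83.0%. For gradual change it recovered 86.7% at 0.1 and 99.7% at 0.2 log2 per h. A simulated offset of 0.50 h was recovered as 0.47 h on average. DESeq2 and limma were run on 1 draw, where 33.3% of the calls of limma for the rhythm in N2 were false. Counts were drawn independently for each library, with no outlying library and no difference between cultures beyond the changes put in. These rates therefore describe a simpler setting than the real libraries and need not hold for the real calls.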

Results

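Whether the seed of miR-235 shapes its rhythmic accumulation was addressed by sequencing small RNAs hourly from 18 h to 30 h after plating in wild-type N2 and in *mir-235(seed_mut)*, an edited strain with base changes in the seed, the part of a miRNA that pairs with its targets. There were 13 libraries per strain and no replicates at an hour. Library totals lay between 1342771 (23 h) and 3587330 (29 h) counts in N2 and between 2658960 (26 h) and 4279734 (21 h) in the mutant. miR-58a-3p or miR-81-3p was the most abundant miRNA in each library, with 12.8% to 20.3% of counts.

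miR-235 is the only *C. elegans* member of the miR-92 family. In the WBcel235 annotation its gene lies on the minus strand of chromosome I, in no other gene, between the coding genes *T09B4.6* and *T09B4.8*. The alleles separated the strains as labelled. Reads of the other allele made up a median of 0.129% of miR-235-3p counts in N2 and 0.0371% in the mutant. The highest such share was 2.66% (Wilson 95% interval 2.48% to 2.85%), in N2 at 30 h.

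In N2, miR-235-3p fell from 16242 CPM at 21 h (95% interval 16089 to 16396) to 5159 CPM at 23 h (5038 to 5282), a 3.15-fold fall (3.07 to 3.23), recovered to 22619 CPM at 27 h and stood at 8499 CPM at 30 h. In the mutant it was 15838 CPM at 21 h and 17626 CPM at 23 h, 1.11 times the level at 21 h (1.10 to 1.13). Its highest value there was 25664 CPM at 25 h, 1.69 times the lowest, whereas in N2 the highest hour exceeded the lowest 4.38-fold, or 2.66-fold without the 23 h library, which had the lowest total. These intervals compare single libraries and cover counting error only. At 23 h the mutant held 3.42 times the N2 level, at 29 h 1.96 times and at 30 h 2.26 times, while at 21 h the ratio was 0.975. The mean over the hours was 15088 ± 5457 CPM (SD, n = 13) in N2 and 19809 ± 3510 CPM (SD, n = 13) in the mutant. The mean strain difference was 0.34 ± 0.13 on the log2 scale (SE), higher in the mutant at 9 of 13 hours, and did not pass the threshold (edgeR, adjusted p = 0.0714). The strains carry different miR-235-3p sequences with separate entries. Level differences between strains may therefore also hold a difference in how reads of each sequence were recovered, which was not tested.

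**Figure D1:**
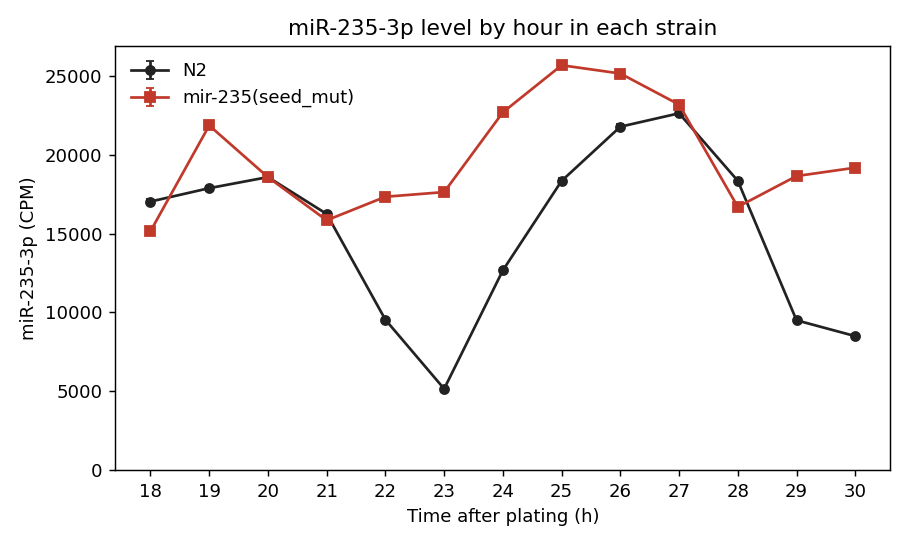
Level of miR-235-3p in CPM (vertical axis) against time after plating in h (horizontal axis), 1 library per point, in N2 (black circles) and *mir-235(seed_mut)* (red squares), with exact Poisson 95% intervals that are mostly smaller than the points. N2 reaches 5159 CPM at 23 h, when the mutant stands at 17626 CPM.

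The fitted rhythm of miR-235-3p had an amplitude of 0.84 ± 0.08 (log2, SE) in N2, a 3.22-fold range from trough to peak, with a peak at 19.4 h (edgeR, adjusted p = 2.49e-07). In the mutant the amplitude was 0.32 ± 0.08, a 1.55-fold range (adjusted p = 0.0261, not past the threshold). The rhythms differed between the strains (edgeR test of strain by cosine and sine, adjusted p = 0.00352), with an amplitude difference, mutant minus N2, of -0.53 ± 0.11. miR-235-3p was the only miRNA of the 217 tested with such a difference in this fit, and 17 had an unadjusted p under 0.05. The call ended without the N2 23 h library (-0.46, adjusted p = 0.0240), and when the N2 libraries at 20, 27, 28 or 30 h or the mutant libraries at 23, 24, 26 or 27 h were left out singly, with adjusted p between 0.0101 and 0.0375 and differences between -0.57 and -0.50. It also ended with total counts (adjusted p = 0.0442), no filter (0.0563), a mean of at least 50 counts (0.0114), limma with a pseudocount of 8 (0.0894) or 1 (0.107), mutant time later by 1 h (0.0896), and periods of 6.5 h (0.126) and 8 h (0.138), with differences between -0.56 and -0.48.

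The passenger miR-235-5p was too rare for these models, with 59 reads of the own allele over the 13 N2 libraries and 24 over those of the mutant. N2 had 10 reads at 18 h, 1 at 22 h, 1 at 23 h and 10 at 25 h. The mutant had 11 of its reads at 24 h. Its rhythm was not tested in either strain.

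Other miRNAs also cycled. In N2, 13 of 217 miRNAs were rhythmic and in the mutant 5, and 4 were rhythmic in both. Among those with a mean of at least 50 counts, the passenger let-7-3p had the largest amplitude in N2, 1.92 ± 0.36 (SE), followed by miR-41-5p (a 4.01-fold range from trough to peak), miR-237-3p (0.94 ± 0.14) and miR-44-5p (0.85 ± 0.12). miR-42-5p, miR-39-5p, miR-240-5p, miR-37-3p and miR-71-5p had amplitudes from 0.63 to 0.78. With 1 library left out, miR-240-5p lost its call in 9 of 26 fits, miR-37-3p in 10 and miR-39-5p in 2, and without the N2 23 h library miR-240-5p had 0.49 (adjusted p = 0.0224). miR-71-5p, an abundant miRNA with roles in lifespan and stress resistance, had an amplitude of 0.63 ± 0.09 in N2 (adjusted p = 0.00011) and 0.61 ± 0.09 in the mutant (adjusted p = 0.000524), with an adjusted p of 0.301 for the rhythm difference. The other miRNAs rhythmic in the mutant were miR-39-5p, miR-43-5p and miR-237-3p, with 0.70, 0.70 and 0.67, and lin-4-3p. The last is below 50 counts and had the largest amplitude among those called in the mutant, 1.34. let-7-3p reached 1.41 ± 0.34 in the mutant but did not pass the threshold there (edgeR, adjusted p = 0.0261). With 1 library left out, the mutant calls were lost in 14 of 26 fits for miR-43-5p, in 9 for miR-237-3p and in 6 for miR-39-5p. Without the N2 23 h library the counts of rhythmic miRNAs were 17 in N2 and 18 in the mutant, and with any 1 library left out they ranged from 10 to 17 and from 1 to 18, so the count in the mutant depends on single libraries.

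**Figure D2:**
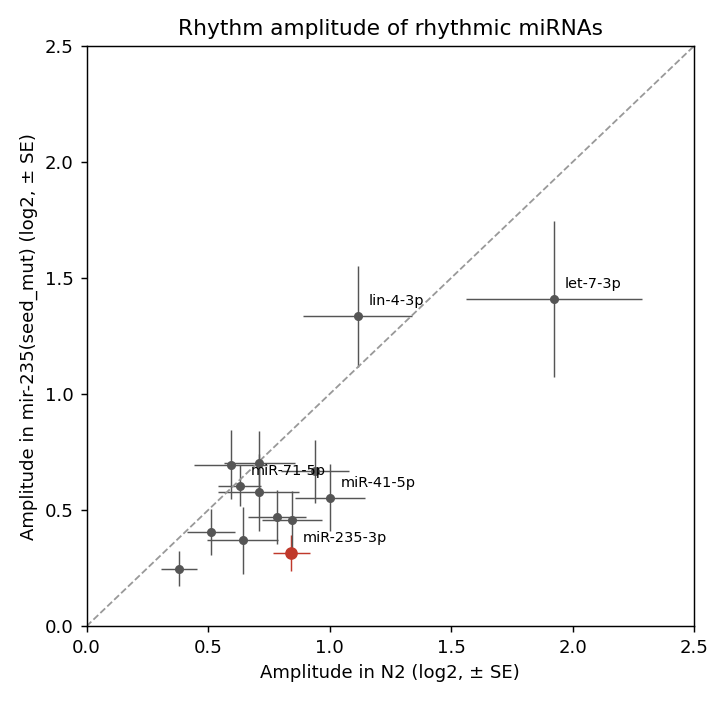
Amplitude of the 7 h rhythm (log2, ± SE) in N2 (horizontal axis) and in *mir-235(seed_mut)* (vertical axis) for the miRNAs rhythmic in either strain, with a dashed line of equal amplitude. miR-235-3p (red) lies at 0.84 and 0.32, and miR-71-5p at 0.63 and 0.61.

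Of the listed members of the miR-35 family, which is best known from embryos, 3 of 7 tested were rhythmic in N2 (miR-36-3p, miR-37-3p and miR-39-3p) and 0 in the mutant, or 6 and 2 adjusted over the list alone. None of the 7 showed a rhythm difference. The list of EBAX-1-sensitive miRNAs includes that family, leaves out miR-235 and was chosen on other samples. Of its members, 4 of 10 tested were rhythmic in N2 and 1 in the mutant (miR-71-5p), or 7 and 3 adjusted over the list alone. Of the list of oscillating passengers 4 were tested, of which miR-788-3p was the more abundant arm here. lin-4-3p was rhythmic in both strains, with amplitudes of 1.12 and 1.34, and let-7-3p in N2, while adjusted over the list alone 3 were rhythmic in N2 and 4 in the mutant. Neither of the 2 lin-4 family members, developmental timing regulators, was rhythmic in either strain, and adjusted over the list alone 1 was in the mutant. Of the 5 tested late L3 risers, miR-240-5p was rhythmic in N2 and 0 in the mutant, or 2 and 1 adjusted over the list alone. In the other lists 0 members were rhythmic, also adjusted over the list alone. Among arms of hairpins with both arms listed, 5 of 77 passengers and 8 of 126 guides were rhythmic in N2, an odds ratio of 1.02 (95% interval 0.253 to 3.71, two-sided Fisher's exact test, p = 1). In the mutant these were 3 passengers and 2 guides, an odds ratio of 2.5 (0.280 to 30.6, p = 0.370). Guides were set by the counts of these libraries, so miR-41-5p, miR-42-5p and miR-43-5p counted as guides. The study took the 3p arm of each as the guide, so these odds ratios cannot be set against its share of passengers.

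The mean level over the time course was higher in the mutant for 6 miRNAs and lower for 10. miR-85-3p was the most increased, by 0.88 ± 0.19 on the log2 scale (SE, 1.84-fold, adjusted p = 0.0055, higher at 11 of 13 hours). miR-355-5p (0.61), miR-59-3p (0.54), miR-246-3p (0.44), miR-1829c-5p (0.38) and miR-2212-5p (0.35) were also higher. Among lower miRNAs with a mean of at least 50 counts, both arms of mir-230 led, miR-230-5p by a log2 difference of -0.74 ± 0.18 (adjusted p = 0.00904) and miR-230-3p by -0.67 ± 0.12 (adjusted p = 0.00152, higher in the mutant at 2 of 13 hours). miR-1829a-3p (-0.54), miR-1829b-3p (-0.52), miR-229-3p (-0.45), miR-238-3p (-0.31), miR-44-3p (-0.28) and miR-45-3p (-0.28) followed. Most of these calls were lost in many of the 26 fits with 1 library left out. miR-59-3p lost its call in 23, miR-1829c-5p in 22, miR-355-5p in 21 and miR-229-3p in 20. miR-44-3p and miR-45-3p lost it in 19, miR-230-5p and miR-2212-5p in 18, and miR-238-3p in 17. The losses were 14 for miR-246-3p, 13 for miR-1829b-3p, 9 for miR-1829a-3p, 4 for miR-85-3p and 0 for miR-230-3p. The difference of miR-229-3p was -0.30 without the N2 23 h library. With mutant time moved by 0.55 h, the offset estimated without the called miRNAs, 0 miRNAs were higher and 6 lower, and miR-85-3p, miR-59-3p and miR-246-3p went to 0.40, 0.33 and 0.13 (adjusted p = 0.111, 0.154 and 0.520). This setting also drops the N2 18 h and mutant 30 h libraries, and leaving out the latter alone gave 0 higher. miR-355-5p lost its call at 0.60, hardly changed, so the lost calls cannot be credited to the shift in time alone. With the hour as a block 0 were higher and 1 lower, without the N2 23 h library 2 and 2, and with any 1 library left out from 0 to 8 and from 1 to 13, and with total counts in place of TMM, which move the median of all miRNAs from -0.02 to 0.10, 4 were higher and 1 lower, so the higher share goes from 37.5% to 80.0%.

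**Figure D3:**
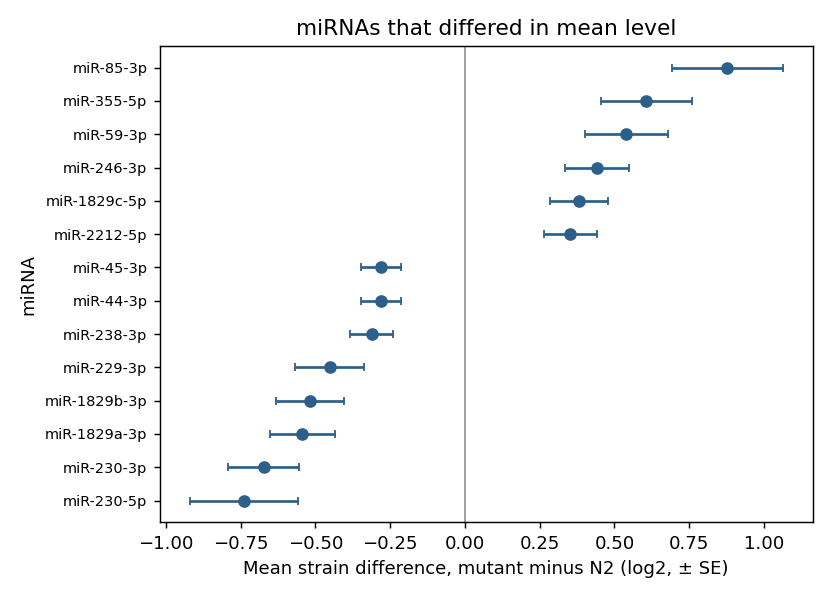
Mean strain difference over 18 h to 30 h, mutant minus N2 (log2, ± SE, horizontal axis), for the named miRNAs past the threshold (vertical axis). miR-85-3p lies highest at 0.88 and miR-230-5p lowest at -0.74.

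No fixed list differed between the strains as a set. The smallest camera p belonged to the miR-44 seed family (adjusted p = 0.296, and adjusted p = 0.770 with an estimated correlation), of which 2 of 4 members, miR-44-3p and miR-45-3p, were lower, also adjusted over the list alone. These 2 share reads. Of the late L3 risers 1 of 5 was higher, miR-85-3p, also adjusted over the list alone (camera adjusted p = 0.385, and adjusted p = 0.770 with an estimated correlation). In the miR-35, let-7, lin-4, miR-51, miR-58 and miR-2 families, the miR-229 cluster, the EBAX-1-sensitive list, the oscillating passengers, and the markers of muscle (miR-1-3p, 0.04) and neurons (median 0.08), 0 members passed, also adjusted over the list alone. The intestinal marker miR-60-3p differed by 0.37 (adjusted p = 0.0460), and passed when adjusted over the list alone, which holds no other member.

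Over the 12 h, 45 miRNAs rose and 43 fell in the strains together, against 33 and 68 with total counts, 33 and 66 with limma, and 62 and 28 with no filter. Among those with a mean of at least 50 counts, the steepest were miR-5592-3p, at 1.11 log2 per h, and miR-5592-5p, at 1.05. Both were at 0 CPM in N2 at 18 h, against 324 and 212 CPM at 30 h, so these 2 slopes rest on libraries with almost no reads and their size is uncertain. They were followed by miR-85-3p (0.82), miR-357-3p (0.66), miR-246-3p (0.56), miR-59-3p (0.48) and let-7-5p (0.46), the heterochronic miRNA that promotes the larval-to-adult transition. let-7-5p went from 641 CPM at 18 h to 35455 CPM at 30 h in N2 and from 751 to 38148 CPM in the mutant. miR-240-3p, miR-786-3p and miR-240-5p also rose, at 0.46, 0.45 and 0.25, the first 2 from less than 1 CPM at 18 h in both strains. Among falling miRNAs of that abundance, miR-797-3p led at -0.17 log2 per h, ahead of miR-1022-5p (-0.12), miR-231-5p (-0.12), miR-244-5p (-0.11), miR-86-3p (-0.11) and miR-45-5p (-0.11). miR-249-3p, miR-229-3p, miR-1018 and miR-61-5p fell at slopes from -0.10 to -0.09.

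**Figure D4:**
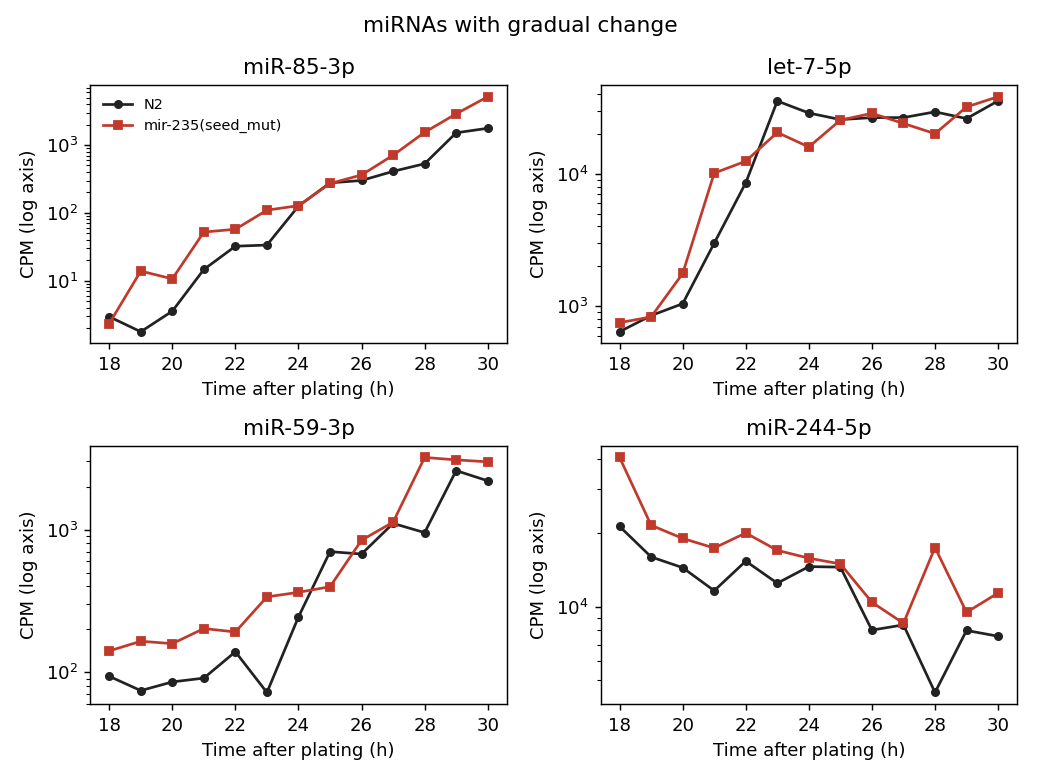
Level in CPM (log axis) against time after plating in h for miR-85-3p, let-7-5p, miR-59-3p and miR-244-5p, 1 library per point, in N2 (black circles) and *mir-235(seed_mut)* (red squares). let-7-5p goes from 641 to 35455 CPM in N2 and from 751 to 38148 CPM in the mutant.

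Of the let-7 family 4 of 7 members rose (let-7-5p, miR-48-5p, miR-84-5p and miR-241-5p) and miR-793 fell, and 5 passed adjusted over the list alone. The 5 tested late L3 risers, chosen on another wild-type course, all rose, also adjusted over the list alone. In the miR-229 cluster 3 of 4 rose, or 4 adjusted over the list alone, and in the miR-44 seed family 3 of 4 fell. In the miR-58 family 1 of 4 rose, miR-80-3p. miR-60-3p rose and 2 of the 4 neuronal markers fell, miR-790-5p and lsy-6-3p, or 3 adjusted over the list alone. Of the EBAX-1-sensitive list 1 of 10 rose, miR-71-5p, and 0 did adjusted over the list alone. No tested member of the lists of the miR-35, lin-4, miR-51 or miR-2 families or of the oscillating passengers passed, nor did miR-1-3p.

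No miRNA passed the test for any strain difference over time (edgeR, 0 at the threshold and 34 at an unadjusted p under 0.05, against 8 past the threshold with DESeq2 and 0 with limma). miR-235-3p and miR-85-3p had the smallest adjusted p, 0.0475 each. No miRNA differed in slope between the strains either (edgeR, 15 at an unadjusted p under 0.05, and 0 past the threshold with DESeq2 or limma). Over the 97 rhythmic or gradual miRNAs other than miR-235-3p, the mutant curves matched the N2 curves best when read 0.50 h later on the N2 course, with an interval from -0.05 to 0.70 h, and over the 216 tested miRNAs other than miR-235-3p the shift was -0.05 h (-0.15 to 0.75 h). Peak hours, compared after the results were seen and without a test, were earlier in the mutant for 13 of the 14 miRNAs rhythmic in either strain, by a median of -0.73 h, mutant minus N2. The peak of miR-235-3p lay at 19.4 h in N2 and 18.5 h in the mutant, that of miR-71-5p at 20.7 h and 19.8 h, and that of miR-37-3p, the exception, at 23.8 h and 23.9 h.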

Values the study reported

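Over a longer wild-type time course, the study detected 282 miRNAs and classed 52 of them (18.4%) as oscillating and 121 (42.9%) as gradual, using cut-offs chosen empirically. Of the 52 oscillating miRNAs, 33 (63%) were passenger strands. For the series described here, the authors reported damped oscillations of seed-mutant miR-235. They placed the onset of a drop of wild-type miR-235 at about 21 h, and to them the mutant appeared to lack this drop. The study also measured miR-235 and its passenger in both strains by RT-qPCR, hourly from 18 h to 30 h, along with the primary transcript and *lin-42*. For the passenger strand and the primary transcript, the authors still saw cycling of large amplitude in the mutant. By a luciferase assay of molts, they saw no obvious loss of synchrony in the mutant and only minor changes in developmental tempo.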

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

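The test of miR-235-3p alone, the amplitude ratio over miRNAs rhythmic in N2, the sizes of differences with total counts, the test of a developmental offset, those of an advanced mutant culture, and that of a briefly sampled stage were chosen after the results were seen.

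miR-235-3p stood out because its rhythm differed between the strains in a direct test, with an amplitude difference, mutant minus N2, of -0.53. An offset in developmental time would leave the amplitude in place, so the amplitude difference, -4.79 SE from 0, argues against it as the whole cause, but the test also responds to phase, and the call ended with mutant time later by 1 h (adjusted p = 0.0896) while 12 miRNAs were called with mutant time earlier by 1 h, so an offset may have a part in the call. A general loss of synchrony would flatten other miRNAs alike. The median ratio of mutant to N2 amplitude was 0.870 (95% interval 0.813 to 1.05) over 31 others rhythmic on average over the strains, against 0.375 for miR-235-3p. Over the 12 others rhythmic in N2 it was 0.721 (0.590 to 0.877), though choosing miRNAs by their rhythm in N2 lowers the ratio. These values argue against such a loss as the whole cause, but a partial loss stays open. In separately grown animals the study's luciferase assay of molts showed no obvious loss of synchrony in the mutant, but it did not cover these cultures. With only the own allele counted the adjusted p was 0.00334. The N2 23 h library stays open, since the adjusted p without it was 0.0240 while the amplitude difference was still -4.12 SE from 0. Chance cannot be excluded for the count of 1 miRNA. Of 100 splits of the labels within hours, the real one included, 6 gave as many, and the highest other count was 1. For miR-235-3p alone an exact permutation over 4096 swaps within hours gave p = 0.0295. The miRNA was picked by its rhythm difference in these same data. Swaps within hours also break up any lasting difference between the cultures, so this p cannot exclude chance between cultures. An effect of the seed remains a hypothesis with a single culture series per strain.

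A set of 16 miRNAs differed in mean level between the strains. In the fit without the hour as a block, 1 of 100 label swaps, the real one, gave as many, and the highest other count was 2. Swaps within hours break up any lasting difference between the cultures, so they cannot exclude chance between cultures. With the hour as a block 0 were higher and 1 lower, and leaving out single libraries brought these counts to as few as 0 and 1. For the 13 with a slope of at most 0.2 log2 per h, moving the mutant by the 0.55 h estimated from 86 other miRNAs left their median absolute difference at 1.05 times its value. A shift of that size hardly moves miRNAs chosen for a shallow slope, so the ratio was largely set by that choice. It shows only that an offset of 0.55 h does not produce these differences, and decides nothing about a larger one. Library scaling stays open, since 2 of the 13 kept their calls with total counts and 13 with size factors, while with total counts 13 kept their direction, with a median of -0.38 in place of -0.50 for the 10 lower and of 0.50 in place of 0.38 for the 3 higher. For the 3 steep risers the shift ended each call, though it also drops the N2 18 h and mutant 30 h libraries. It brought miR-85-3p from 0.88 to 0.40, miR-246-3p from 0.44 to 0.13 and miR-59-3p, their median, from 0.54 to 0.33 (a ratio of 0.605). Such a shift lowers any steep riser that is higher in the mutant, whatever the cause, so these falls were largely set by the choice of steep slopes. The interval of the 0.55 h estimate ran from -0.05 to 0.70 h, and over the 216 tested miRNAs other than miR-235-3p the shift was -0.05 h. An advanced culture therefore stays open and cannot be told apart from a strain effect.

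The N2 23 h library deviated most from its neighbouring hours, with an SD of log2 deviations of 0.79 against at most 0.52 in the other inner libraries. Fewer reads do not account for it, since after thinning all libraries to 1342771 counts its SD was still 1.36 times the highest of the others. Leaving out the 10 most abundant miRNAs gave a ratio of 1.48, but this cannot decide whether they account for it. Rescaling after their removal shifts the other miRNAs of a library nearly alike. The SD of the N2 23 h library therefore hardly changed (0.79 and 0.78). A developmental stage met only by that library stays open, because the highest correlation of its deviations with those of a mutant library from 21 to 24 h was 0.127 and a short stage could fall between sampled hours.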

How the results depend on the processing

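The settings own allele only, without the N2 23 h library and the estimated offset were chosen after seeing the data, and the cause of a change was not tested unless stated. The rhythm of miR-235-3p in N2 passed, and its amplitude difference was negative, in each setting run. The call of the difference ended with total counts (-0.54, and 0 miRNAs with a rhythm difference), no filter (-0.54 and 0), a mean of 50 counts (-0.51 and 0), limma with a pseudocount of 8 (-0.56 and 0) or of 1 (-0.56), mutant time later by 1 h (-0.53 and 0), periods of 6.5 h (-0.48 and 0) and 8 h (-0.48 and 0), and without the N2 23 h library (-0.46 and 0), at adjusted p from 0.0114 to 0.138. With mutant time earlier by 1 h 12 miRNAs had a rhythm difference. At a threshold of 0.05, looser by construction, the mutant rhythm of miR-235-3p passed (0.32). Any strain difference over time was called for 1 miRNA with no filter, 8 with DESeq2, 2 at 0.05, 7 with mutant time earlier by 1 h, 1 with 4 spline components and 1 without the N2 23 h library. The counts higher and lower in the mutant were 4 and 1 with total counts, 0 and 1 with no filter, 3 and 1 with limma, 17 and 18 at 0.05, 0 and 5 with mutant time later by 1 h, 0 and 1 with the hour as block, 2 and 2 without the N2 23 h library, and 0 and 6 at the estimated offset. DESeq2 gave 11 higher, and mutant time earlier by 1 h 6 lower. Rhythmic miRNAs in N2 and in the mutant numbered 23 and 20 with DESeq2, 25 and 23 at 0.05, and 6 and 3 at 6.5 h. In N2 there were 8 at 8 h. In the mutant there were 9 with total counts, 11 with no filter, 10 with limma, 8 with mutant time earlier by 1 h, 2 with it later and 18 without the N2 23 h library. Falling miRNAs numbered 68 with total counts, 28 with no filter and 66 with limma. The mean difference of miR-246-3p, a steep riser, reversed to -0.12 with mutant time later by 1 h. Leaving out single libraries gave 0 to 1 miRNAs with any difference, 0 to 8 higher, 1 to 13 lower, 10 to 17 rhythmic in N2, 1 to 18 in the mutant, 0 to 1 with a rhythm difference, 40 to 52 rising, 37 to 53 falling, and an amplitude difference of miR-235-3p from -0.57 to -0.46 (adjusted p from 0.000752 to 0.0375). For single named miRNAs, 434 of 517 planned values outside the fits with a library left out kept direction and call, 82 lost the call and 1 reversed. In the fits with a library left out, 955 of 1222 values kept both and 267 lost the call. Depth limits miR-235-5p, with 59 and 24 reads.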

Other observations

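The 3 tests of miR-235-5p and the test of hairpin arms below were chosen after the results were seen.

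The passenger miR-235-5p had 1 read each in N2 at 22 h and 23 h, when the guide was low, and 0 at 28 h, when it was not. A Monte Carlo test of a constant share of the library gave p = 0.00041 (adjusted over 3 tests p = 0.000615). In the mutant the same test gave p = 1e-05, the smallest that the simulations can give, and without the 24 h library p = 0.366. The test sets separate libraries against counting error, and any variation between libraries lowers its p, so it decides nothing about the hour.

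Across 77 hairpins with both arms tested, a shared change of the precursor was tested by correlating the strain differences of the arms, with miRNAs that are not independent replicates. Pearson's r was 0.217 (permutation p = 0.0579) and Spearman's rho 0.189 (permutation p = 0.101), and without the 2 hairpins farthest from the median r was 0.0777, so no relation was shown. These coefficients describe the same comparison, the only one of this kind made.

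For any strain difference over time and for the slope difference the real count was 0 miRNAs, which each of 100 label swaps reaches by construction, so the swaps decide nothing there. The highest other counts were 1 and 2.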
